A study of Homo sapiens with 168 samples. Its data were reported in "Robust Inference of Cell-to-Cell Expression Variations from Single- and K-Cell Profiling" (2016).

How the data were processed

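Single human macrophages were assayed by quantitative PCR on microfluidic chips. Monocytes from peripheral blood were differentiated with macrophage colony-stimulating factor (M-CSF, 100 ng/mL). On day 6 the medium was renewed with M-CSF alone (the control condition, CNT) or with M-CSF plus interferon gamma (IFNγ, 100 ng/mL) and tumor necrosis factor alpha (TNFα, 100 ng/mL; this condition is called IFNT). Cells were harvested 24 h later, stained with antibodies to surface proteins and sorted one per well. The sort gates named in the labels removed doublets and cells with a permeable membrane, and no gate on a surface marker is named. Both conditions were placed in alternating wells, and spike-in control RNAs (ERCC-0002, ERCC-0003 and ERCC-0044) were added at one concentration to every well before the sort.

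Per the labels, reverse transcription was followed by 18 cycles of targeted preamplification and 40 cycles of probe-based PCR on a Fluidigm Biomark instrument. Cycle thresholds (Ct) were exported by the authors from Fluidigm Real-time PCR Analysis 3.1.3 with a linear baseline, a quality threshold of 0.65 and, for all assays, a Ct threshold of 0.01. The deposited normalized table holds values on a log2 scale, which the authors computed as Et, 40 minus Ct, plus 1 shift per plate that set the plate medians of the brightest spike-in, ERCC-0003, to one value. A reaction with no detected product is written there as 0, a code and not a level. The other deposited table holds the Ct values before this step. In every well the difference between the tables equalled the shift of its plate, which was -0.555 Et on plate A, -0.406 on plate B, -0.0248 on plate C and -0.0715 on plate D. One Et step stands for a doubling of product only if each PCR cycle doubles it. Because both conditions lay on every plate, the shift moved them alike and left the difference within a plate as it was.

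The tables hold 96 assays, 93 for genes and 3 for spike-ins, in 168 cells. There were 84 cells per condition on 4 plates, here called A to D, with 21 cells of each condition on each plate. Per the methods of the study, samples in which under 10% of the assayed genes were detected had been left out. The low end of the number of genes per cell could reflect that cut. No pair of cells had identical values. Of 15624 gene values, 3867 were detected and 75.2% were not. A PCR Ct has no read depth, so the number of cells sets the precision of a share. All 93 gene names were found in the RefSeq gene table of assembly GRCh38.p14, 89 as current symbols and 4 as older names (IL8 is now CXCL8, CSDA is YBX3, EIF2C4 is AGO4 and RARRES3 is PLAAT4). The files name no genome build, so no coordinates are given. Pools of 10 cells that the study also measured were not analysed here.

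The labels name no donor or culture for a cell. Their growth protocol speaks of donors in the plural, while the methods of the study describe cells of a single donor. The number of donors is therefore not certain. Cells are not replicates of a treatment, so each condition counts as 1 sample. No test between conditions was run, and there are no p-values or standard errors. The measures below were computed for each gene: the share of cells with a detected value, with an exact (Clopper-Pearson) 95% interval; the mean Et over detected cells; the SD of Et over detected cells; and the overall mean, which is log2 of the mean over all cells of 2 to the power Et with non-detects as 0. The difference in the overall mean is the sum of a share part, log2 of the ratio of the shares, and a level part, log2 of the ratio of the means of 2 to the power Et over detected cells. The intervals cover counting error only. For a gene detected in 0 of 84 cells, 3 cells (3.57%) are given as the upper limit, while the exact two-sided interval reaches 4.30%. A value that is not detected may be a missed transcript, so shares and limits are of cells with a detected value. An SD over cells describes the measured spread between cells and is not a replicate error. Differences are IFNT minus CNT.

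Genes were counted by fixed rules of size. The share had to differ by at least 20 percentage points with one sign on all 4 plates. The level had to differ by at least 1 Et, in genes detected in at least 10 cells of each condition, with one sign on all plates with at least 2 detected cells per condition. The SD had to differ by at least 0.3 Et in genes with at least 20 detected cells per condition. The overall mean had to differ by at least 1 on the log2 scale with one sign on all 4 plates, in genes with at least 5 detected cells per condition. The text names, per direction, up to 12 genes for the share, 8 for the level and 5 for the spread, together with members of 15 fixed gene lists and genes that the text of the study names. The study chose the last set on these same cells. Rules, lists and most alternatives were set before the data were examined.

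The rules were tested on 20 simulated data sets of 85 genes, with shares, levels and spreads taken from the measured genes. Genes that were given a share difference had a fixed pair of shares instead. Values were drawn from normal distributions without plate differences or a tail of low values. A share difference of 40 points was recovered in 98.4% of simulated genes, a level difference of 2 Et in 94.6% and an SD difference of 1 Et in 97.2%. These differences were larger than the thresholds of the rules, so the percentages do not describe smaller differences. Of simulated genes with no difference, 0.464% met the share rule, 1.63% the level rule and 18.8% the spread rule. Alternatives covered the table used, the plates, the detection limit, the cells kept, the spike-in signal of each well, the summary used, the minimum number of detected cells, the size thresholds and the PCR base. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.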

Results

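The data describe 93 gene transcripts in 168 single human monocyte-derived macrophages, 84 kept in M-CSF alone (CNT) and 84 treated for 24 h with IFNγ and TNFα (IFNT). M-CSF supports the survival and differentiation of macrophages, and IFNγ with TNFα is a classical inflammatory stimulus for them. The comparison asks how this stimulus alters expression from cell to cell: in how many cells a transcript is detected, at what level, and how widely the level varies among those cells. A reaction can miss a transcript that is there, so a share counts cells with a detected value and not cells that express the gene. Each condition is 1 sample without replicates, so the values below describe these cells, and intervals on shares are exact 95% intervals for counting error only. A median of 21 panel genes was detected per CNT cell (range 9 to 34) and 25 per IFNT cell (range 11 to 39). The median was higher in IFNT on every plate, by 3 genes on plate A, 7 on plate B, 3 on plate C and 1 on plate D. Plate A gave the most genes in both conditions, with medians of 26 in CNT and 29 in IFNT. The spike-ins were detected in all wells, and their mean Et was 0.0272 to 0.0379 higher in IFNT, against SDs between wells of 0.160 to 0.303 Et.

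The share of cells with a detected transcript differed most for CXCL9 and CD274. CXCL9, a chemokine induced by IFNγ, was detected in 0 of 84 CNT cells, which allows a share of up to 3.57%, and in 83 of 84 IFNT cells (98.8%, interval 93.5 to 99.97). CD274, which encodes the inhibitory ligand PD-L1, was detected in 4 CNT cells (4.76%, interval 1.31 to 11.8) and 65 IFNT cells (77.4%, interval 66.95 to 85.8). STAT1, the transcription factor downstream of the IFNγ receptor, was detected in 0 CNT cells and 46 IFNT cells (54.8%, interval 43.5 to 65.7). In all, 20 of 93 genes met the rule for the share, 13 of them higher in IFNT and 7 lower.

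The other genes with a higher share in IFNT included surface molecules, signalling genes and a metabolic enzyme. CD38, an ectoenzyme that consumes NAD, was detected in 1 CNT cell (1.19%) and 56 IFNT cells (66.7%, interval 55.5 to 76.6). CHI3L1, a secreted chitinase-like protein, was detected in 7 CNT cells (8.33%) and 54 IFNT cells (64.3%, interval 53.1 to 74.45), and TFEC, a transcription factor of the MiT family, in 19 (22.6%) and 66 (78.6%, interval 68.3 to 86.8). CCR5, a chemokine receptor, was detected in 26 CNT cells (30.95%) and 50 IFNT cells (59.5%), and ACSL1, which activates long-chain fatty acids, in 29 (34.5%) and 49 (58.3%). RARRES3 and TNFSF10, the latter encoding the death ligand TRAIL, were detected in 0 CNT cells each, and in 19 (22.6%) and 17 (20.2%) IFNT cells. HIF1A, the hypoxia-inducible transcription factor, was detected in most cells of both conditions, 54 CNT cells (64.3%) and 71 IFNT cells (84.5%). Its difference of 20.2 points lay at the threshold and was 19.05 points without plate B or without plate C, and 15.97 without cells under 20% of genes. That last setting left out 28 CNT and 10 IFNT cells. It selects on the number of detected genes, which itself differed between the conditions. TNFSF10, also at 20.2 points, was at 19.05 without plate A and 15.9 without plate B, and ACSL1 was at 19.05 without plate A. On plates C and D only, both were at 11.9 points and RARRES3 at 19.05.

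**Figure D1:**
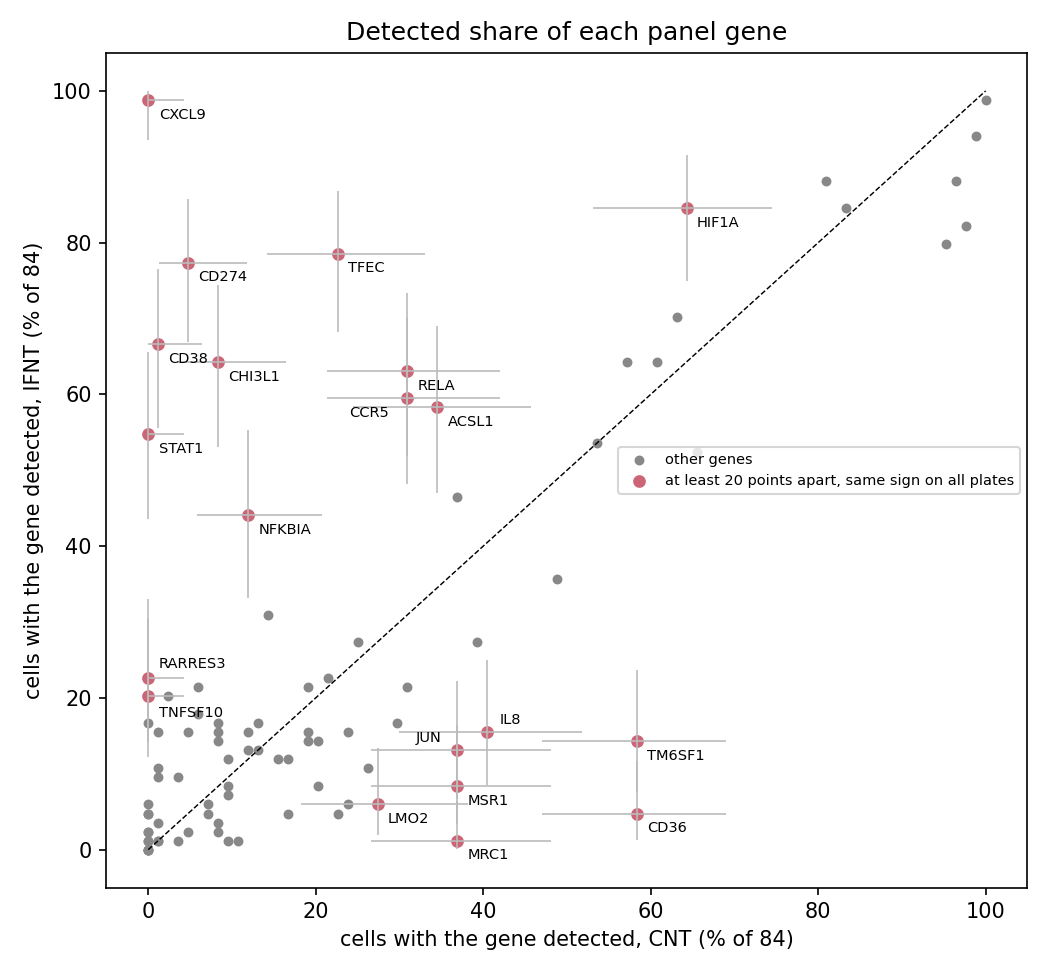
Share of the 84 cells of each condition in which each of 93 genes was detected, CNT on the horizontal and IFNT on the vertical axis, both in percent. Red points are the 20 genes that met the size rule, with exact 95% intervals for counting error as grey bars, grey points are the other genes and the dashed line marks equal shares; CXCL9 lies at 0% in CNT and 98.8% in IFNT.

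The 7 genes with a lower share in IFNT included 3 uptake receptors, CD36, MRC1 and MSR1. CD36, a scavenger receptor and fatty acid transporter, was detected in 49 CNT cells (58.3%, interval 47.1 to 69.001) and 4 IFNT cells (4.76%, interval 1.31 to 11.8). MRC1, the mannose receptor CD206, was detected in 31 CNT cells (36.9%, interval 26.6 to 48.1) and 1 IFNT cell (1.19%, interval 0.0301 to 6.46), and MSR1, the class A scavenger receptor, in 31 (36.9%) and 7 (8.33%, interval 3.42 to 16.4). TM6SF1 was detected in 49 CNT cells (58.3%) and 12 IFNT cells (14.3%, interval 7.61 to 23.6). The chemokine gene IL8 was detected in 34 CNT cells (40.5%, interval 29.9 to 51.75) and 13 IFNT cells (15.5%, interval 8.51 to 25.01), although its difference on plate A alone was -4.76 points. JUN, an AP-1 transcription factor, was detected in 31 CNT cells (36.9%) and 11 IFNT cells (13.1%), and the transcription cofactor LMO2 in 23 (27.4%) and 5 (5.95%). The difference fell short of 20 points without plate A for JUN (-15.9) and LMO2 (-19.05), and without plate B for IL8 (-19.05). It was -16.7 points for IL8 with the lowest 10% of all values counted as not detected, and -14.3 for JUN and -19.05 for LMO2 on plates C and D only.

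**Figure D2:**
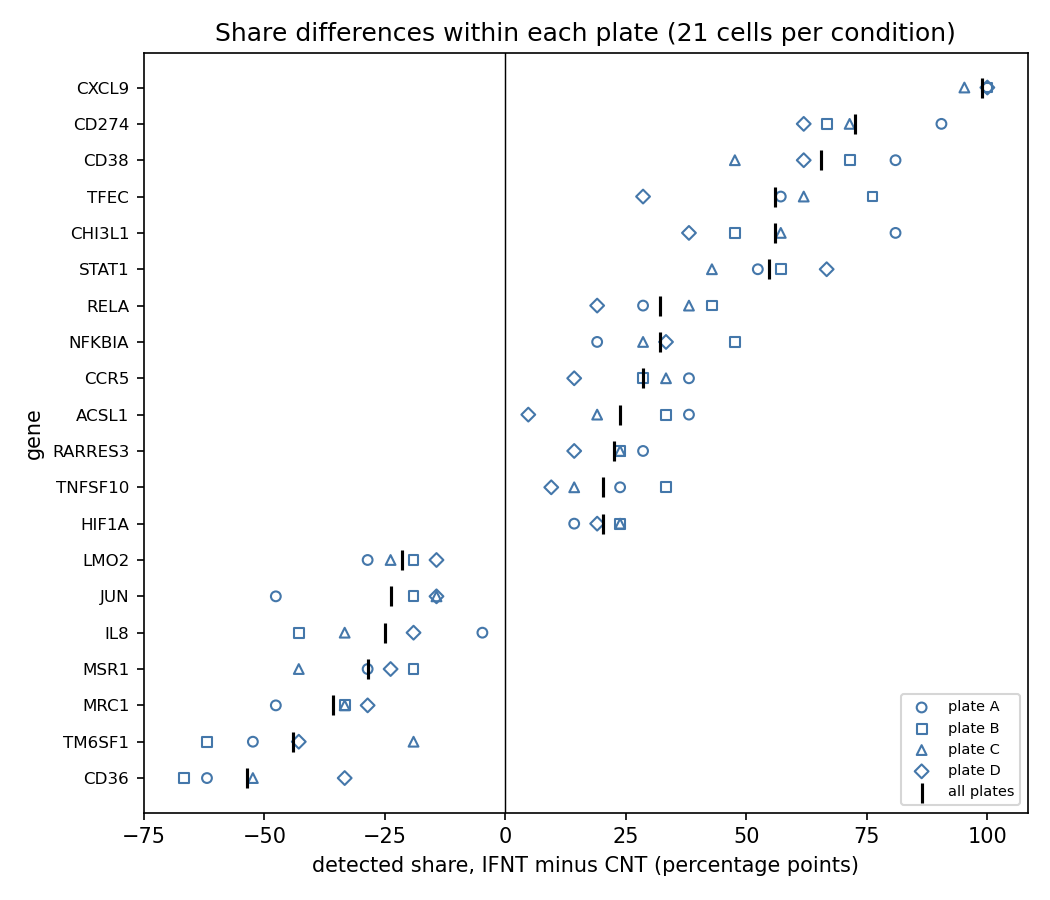
Difference in detected share, IFNT minus CNT in percentage points, for the 20 genes that met the share rule. Open symbols are the 4 plates, with 21 cells per condition each, and black bars are all plates together; every plate lies on one side of 0 for each gene, as the rule requires, from 95.2 to 100 points for CXCL9 and from -66.7 to -33.3 points for CD36.

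By gene group, 4 of the 8 panel members of the IFNγ response list had a share at least 20 points higher in IFNT and none had one as much lower, with a median difference of 17.9 points. CIITA, the master regulator of MHC class II genes, was detected in 1 CNT cell and 9 IFNT cells (10.7%), and ICAM1, an adhesion molecule, in 5 and 18 (21.4%). IFI30 and IRF5 went the other way within this list. IFI30, a lysosomal thiol reductase used in antigen processing, was detected in 80 CNT cells (95.2%) and 67 IFNT cells (79.8%), and IRF5 in 20 (23.8%) and 5 (5.95%). Of the 6 NF-κB members, 2 were at least 20 points higher, none as much lower, and the median difference was 11.3 points. These were NFKBIA, the inhibitor that NF-κB itself induces, detected in 10 CNT cells (11.9%) and 37 IFNT cells (44.05%), and RELA, the p65 subunit, detected in 26 (30.95%) and 53 (63.1%). NFKB2 was detected in 2 CNT cells and 17 IFNT cells (20.2%), a difference of 17.9 points.

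The 9 cytokine and chemokine genes had a median difference of 1.19 points, with CXCL9 at least 20 points higher and IL8 as much lower. CCL5 was detected in 0 CNT and 14 IFNT cells (16.7%), CCL3 in 4 and 13 (15.5%) and TNF in 0 and 4 (4.76%). IL6, IL12B and PTGS2 were detected in 0 cells of either condition, which allows a share of up to 3.57% in each, and IL1B in 0 CNT cells and 1 IFNT cell. For TNF and IL1B no difference is claimed at these numbers of cells. The list of antigen presentation and costimulation had 3 panel members, with a median difference of 9.52 points. Only CD274, the inhibitory ligand, was higher by the rule. Of the antigen presentation genes, CIITA differed by 9.52 points and IFI30 by -15.5.

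Genes linked to alternative activation and to scavenging were lower or under 20 points apart. Of 8 alternative activation genes, 3 were at least 20 points lower (CD36, MRC1 and MSR1) and none as much higher, with a median difference of -12.5 points. CLEC7A, the beta-glucan receptor dectin-1, was detected in 82 CNT cells (97.6%, interval 91.7 to 99.7) and 69 IFNT cells (82.1%, interval 72.3 to 89.6). The 8 panel members of the list of scavenger, pattern and Fc receptors, none of them an Fc receptor, had the same 3 genes lower. Their median difference was -16.7 points. CD14, a co-receptor for lipopolysaccharide, was detected in 19 CNT cells (22.6%) and 4 IFNT cells (4.76%). Among 7 panel members of the lipid and sterol list, CD36 and TM6SF1 were at least 20 points lower and the median difference was -11.9 points. Membership was fixed beforehand, and these data do not show a role of TM6SF1 in lipid handling. PPARG, of the same list, was detected in 26 CNT cells (30.95%) and 18 IFNT cells (21.4%). Of the 2 chemokine and cytokine receptors, CCR5 was higher by the rule, and CX3CR1 was detected in 18 and 19 cells.

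In the remaining lists most members were less than 20 points apart. HIF1A was the 1 gene at least 20 points higher among 6 genes of central metabolism and hypoxia and among 9 myeloid transcription factors, with median differences of -2.38 and -3.57 points. SPI1, which encodes the myeloid factor PU.1, was detected in 16 CNT cells (19.05%) and 13 IFNT cells (15.5%). STAT1 was the 1 such gene among 5 JAK-STAT genes, with a median difference of 2.38 points. JUN was the 1 gene at least 20 points lower among 6 MAPK and immediate early genes, with a median difference of -1.19 points, and DUSP1 was detected in 4 CNT and 2 IFNT cells. None of the 3 core genes and not FTL, the 1 gene of the iron and lysosome list, reached 20 points, with differences of 7.14 (median) and -1.19 points. No gene of the list for other cell types was on the panel, so cells of other types could not be looked for.

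The level among cells with a detected transcript was lower in IFNT for FTL and CLEC7A, both detected in most cells. FTL, the light chain of the iron store ferritin, had a mean Et of 23.66 ± 1.20 (SD, 84 cells) in CNT and 21.94 ± 1.30 (83 cells) in IFNT, a difference of -1.72. CLEC7A had a mean of 20.55 ± 1.28 (82 cells) and 18.68 ± 1.61 (69 cells), a difference of -1.87. JUN (17.71 ± 1.30 in 31 CNT cells and 16.43 ± 1.86 in 11 IFNT cells, difference -1.28) and GLUL, the glutamine synthetase gene (19.86 ± 1.07 in 41 and 18.67 ± 1.41 in 30, difference -1.19), were also lower. Higher levels were measured for ACTB, beta-actin (18.43 ± 2.99 in 48 CNT cells and 19.89 ± 1.87 in 54 IFNT cells, difference 1.45), and CCR5 (17.33 ± 2.01 in 26 and 18.43 ± 1.36 in 50, difference 1.10). With the lowest 10% of all values counted as not detected, these differences were 0.29 for ACTB and 0.16 for CCR5, so the higher levels rest on low values. JUN (-0.55) and GLUL (-0.70) also fell short of 1 Et in that setting. With medians the differences were 0.31 for ACTB, 0.41 for CCR5, -0.47 for JUN and -0.87 for GLUL. JUN was at -0.65 without plate D, and CCR5 at 0.89 without plate C.

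These 6 genes were all that met the level rule among 40 genes with enough detected cells, 2 higher and 4 lower, and the median difference over the 40 was 0.03 Et. Over the 7 genes detected in at least 75% of the cells of both conditions, where fewer cells are left out of a level, it was -0.80 Et. FTL and CLEC7A are among these 7, as are CREG1 (-0.87) and GAPDH (-0.80), and of the 6 besides IFI30, 5 were lower. The differences of FTL and CLEC7A need not be particular to them in full, and less RNA from each IFNT cell was not excluded as a part of them. Of the 9 genes that met the share rule and had enough detected cells, CCR5 and JUN met the level rule too. TFEC had the largest level difference of these 9, 2.28 Et (15.19 ± 3.95 in 19 CNT cells and 17.47 ± 1.18 in 66 IFNT cells), but not with one sign on every plate. RELA had a mean Et of 19.70 ± 0.56 in CNT and 19.83 ± 0.88 in IFNT, a difference of 0.14, and HIF1A 19.91 ± 1.34 and 19.93 ± 1.14, a difference of 0.02. The difference was 0.33 for both NFKBIA and ACSL1, and -0.38 for TM6SF1. CXCL9 had the highest mean Et of any panel gene in IFNT, 24.16 ± 1.14. Et of different assays is not on a common scale of transcript number, so this is not a rank of transcript levels. IFI30 had a mean of 20.66 ± 1.28 in CNT and 19.89 ± 1.07 in IFNT, a difference of -0.77 that had this direction on all 4 plates but was under 1 Et.

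**Figure D3:**
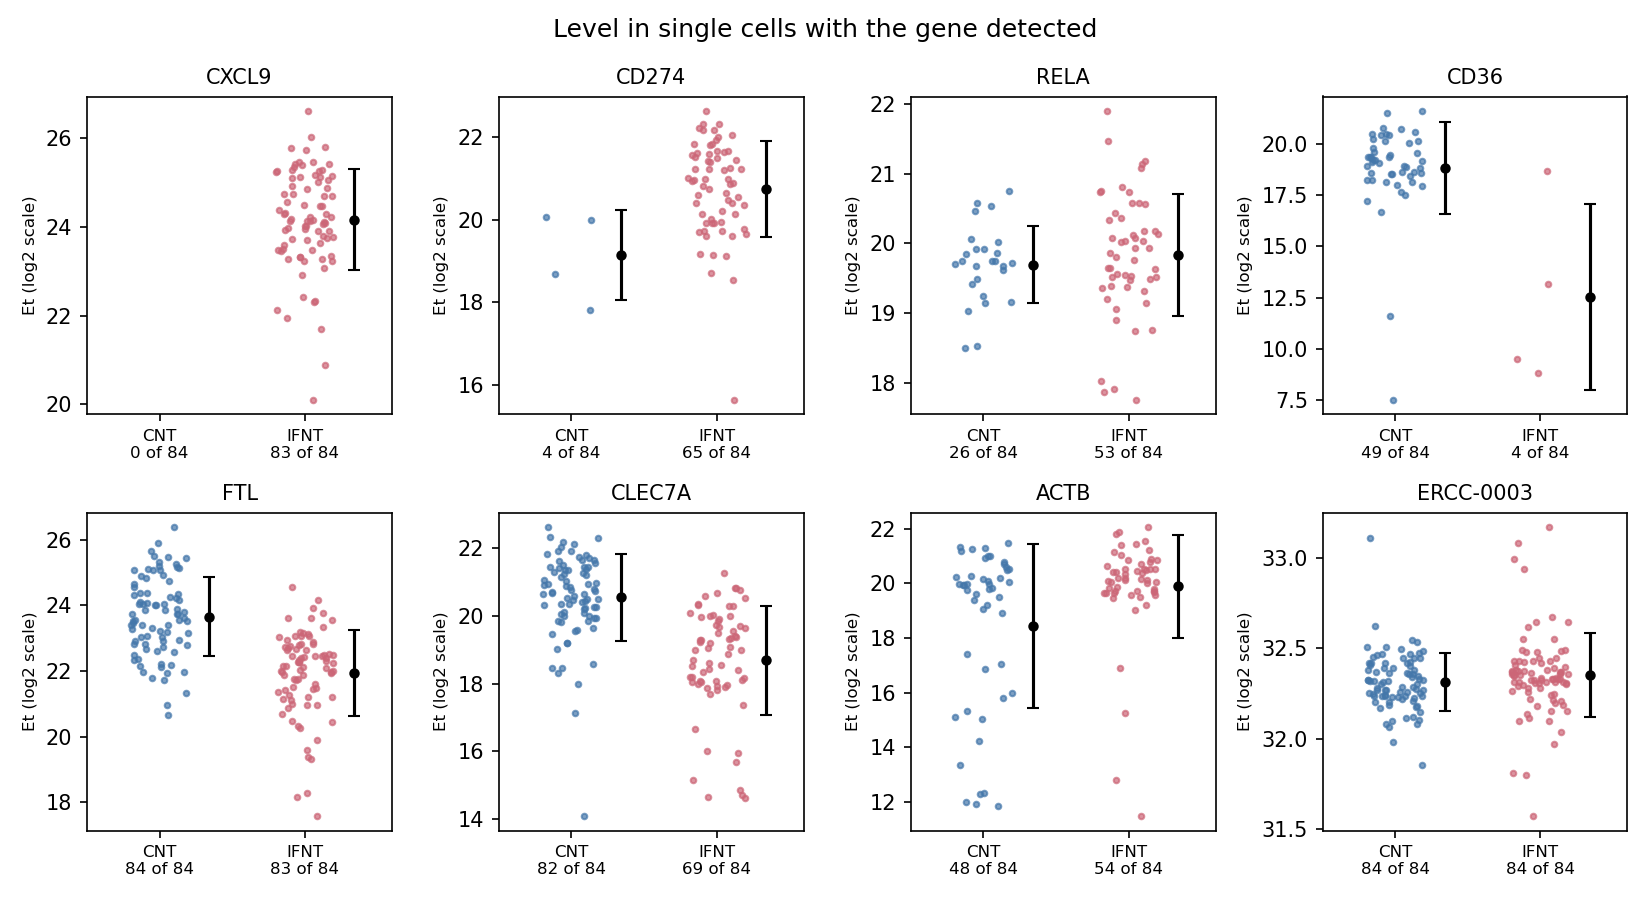
Et on a log2 scale in each cell with a detected value, for 7 genes and the spike-in ERCC-0003, with CNT in blue and IFNT in red, and the mean ± SD over those cells in black; the vertical axes differ and do not start at 0. FTL and CLEC7A are lower in IFNT by 1.72 and 1.87 Et, while RELA differs by 0.14 Et and is detected in 26 CNT and 53 IFNT cells.

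The SD between detected cells differed by at least 0.3 Et in 9 of 20 genes, 5 with a larger SD in IFNT and 4 with a smaller one. The larger SDs were those of ACSL1 (0.80 in CNT and 1.29 in IFNT), CASP1, the inflammasome protease (0.87 and 1.23), GLUL (1.07 and 1.41), RELA (0.56 and 0.88) and CLEC7A (1.28 and 1.61). The smaller ones were those of ACTB (2.99 and 1.87), CCR5 (2.01 and 1.36), CSDA, a cold-shock domain protein (1.37 and 1.03), and TLR2, a receptor for bacterial lipoproteins (1.797 and 1.497). The 20 genes had SDs of 0.56 to 2.99 Et in CNT and 0.66 to 2.65 in IFNT. The spike-ins had smaller SDs, but at mean Et of 25.67 to 32.35 they were far brighter than most genes, so they do not give the technical spread at the level of these genes. Of simulated genes without any difference, 18.8% also met this rule. Those genes had normally distributed values without plate differences or a tail of low values. The percentage is therefore not a rate for the measured genes, and the count of 9 cannot be set against it. With 1 plate left out the difference was 0.0749 for ACSL1 (plate C), 0.195 for CASP1 (plate B), 0.0571 for CLEC7A and 0.239 for GLUL (plate D), and it turned to 0.13 for CSDA (plate D) and 0.18 for TLR2 (plate A). With the lowest 10% of values counted as not detected, none of the 8 genes that had such values kept a difference of 0.3 Et, and the signs of GLUL, CLEC7A, CCR5 and TLR2 turned. Removing low values narrows any SD, and by the median absolute deviation 4 of the 8 kept it (ACTB, CASP1, CCR5 and CLEC7A). RELA had no value that low, so this setting left it as it was, but its difference was 0.291, 0.253 and 0.294 without plates B, C and D, and 0.248 with the spread taken within plates. Within plates CASP1 (0.282) and TLR2 (-0.248) fell short of 0.3 Et too. They also did so after correction for the spike-in signal of each well (0.295 and -0.246), and TLR2 did before normalization (-0.233).

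**Figure D4:**
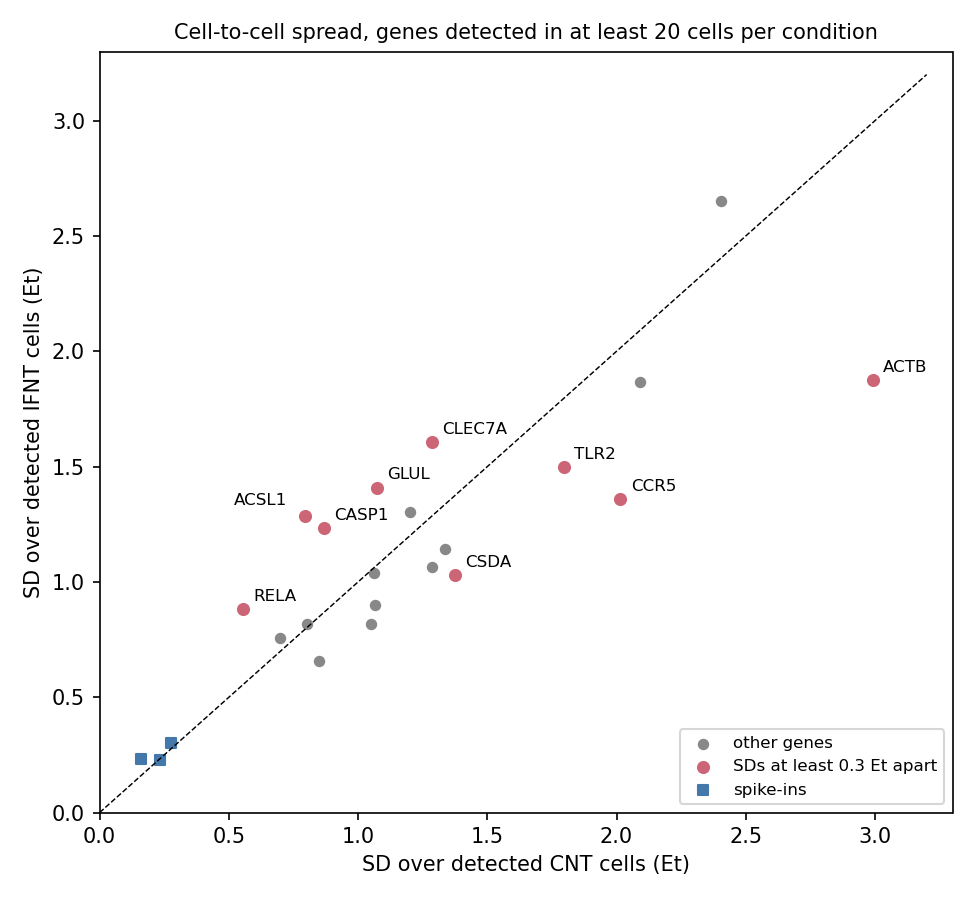
SD of Et over detected cells in CNT (horizontal) and IFNT (vertical), in Et, for 20 genes detected in at least 20 cells of each condition. Red points are the 9 genes whose SDs differ by at least 0.3 Et, grey points the other genes, blue squares the 3 spike-ins, whose SDs are 0.160 to 0.303 Et, and the dashed line marks equal SDs.

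The mean over all cells, detected or not, met its rule in 21 of 55 genes, 8 higher and 13 lower in IFNT. In 17 of the 21 the part of the difference due to the share was larger than the part due to the level, and in 4 it was smaller. The level part is log2 of the ratio of the means of 2 to the power Et over detected cells, so it is not the difference of mean Et given above, and a low level can itself leave a transcript undetected and so lower the share. CHI3L1 was higher by 3.70 on the log2 scale, of which 2.95 came from the share and 0.75 from the level, and NFKBIA by 2.32, of which 1.89 and 0.43. RELA was higher by 1.32, of which 1.03 and 0.29, but fell short of 1 without plate B (0.941) and on plates C and D only (0.994). TM6SF1 differed by -2.61, of which -2.03 came from the share and -0.58 from the level, and MSR1 by -3.09, of which -2.15 and -0.95. FTL and CLEC7A were the reverse, with differences of -1.75 and -1.87, of which the level gave -1.73 and -1.62. IL8 had a difference of -2.37, of which -1.39 came from the share and -0.98 from the level, while its mean Et over detected cells was 0.64 higher in IFNT. CXCL9, STAT1, CD274, CD36 and MRC1 had fewer than 5 detected cells in one condition and were outside this rule. Without plate B the same held for CHI3L1 (4.76) and MSR1 (-4.17), which left the rule. On plates C and D only, CHI3L1 (4.94), MSR1 (-5.08) and NFKBIA (2.31) left it.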

Values the study reported

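The study reported 84 single-cell samples and 88 10-cell samples in each condition. After its model assessment, 53 genes in CNT and 60 in IFNT were modelled, 41 of them in both. Its test gave an adjusted P-value of 2.15e-05 for the ON-fraction of RELA and 0.012 for the spread of RELA. For CLEC7A it gave 0.0006 for a lower ON-fraction and 0.002 for a larger spread. These values came from a model of single cells and 10-cell pools together that allows for missed detection. The shares and SDs above use single cells alone, without such a model, so the measures differ. The study also checked its differences against spike-in variation between wells, and the spread of RELA against random downsampling, and described them as robust.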

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

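The alternatives of plates A and B only, plates C and D only, and leaving out the lowest detected cell were chosen after seeing the data; the rest were planned. For the detected share, outside the stricter threshold, the count of 20 genes ranged from 18 to 23, and leaving out a plate gave 18 to 22, 11 to 14 higher and 6 to 8 lower. The genes were not all the same: 16 of the 20 were shared without plate A and 17 without plate B, and HIF1A was at 15.97 points without cells under 20% of genes. ACSL1 (21.09) and IL8 (-23.99) left the rule there too, without the same sign on all 4 plates. They also left it without the 25% of cells with fewest genes (23.4 and -26.6). Of the shares of single named genes, 42 moved and 354 did not. At 1.5 times the threshold it was 11 genes, 8 higher and 3 lower, as fewer genes can pass. The median number of genes per cell was 4 higher in IFNT, 2.5 to 5 under the alternatives. Both deposited tables gave the same counts of share, level and overall genes and 14 lists with a gene past a size threshold. The tables differ only by a shift per plate, so the shares and the differences within a plate had to be the same. The list for other cell types has no panel member and could not count. Over all alternatives, 143 counts and summary values stayed within 1.5 times the main count or the plate spread and 45 did not.

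The level rested on few genes, 6 in all, 2 higher and 4 lower. With the lowest 10% of values as not detected 2 genes met the rule, 0 higher and 2 lower; with medians 3, 1 higher and 2 lower; with at least 40 detected cells 3, 1 higher and 2 lower; at 1.5 times the threshold 2, 0 higher and 2 lower. Means of within-plate differences gave 4 higher, plates A and B only gave 2 lower, plates C and D only gave 9 genes, 3 higher and 6 lower, and leaving out a plate gave 5 to 9 genes, 2 to 4 higher and 3 to 5 lower. FTL and CLEC7A were the 2 lower genes in each setting that gave 2.

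The spread rule named 9 genes, 5 larger and 4 smaller in IFNT. The lowest 10% as not detected gave 2, 1 larger and 1 smaller; at least 5 detected cells gave 27, 12 larger and 15 smaller; at least 40 gave 5, 2 larger; 1.5 times the threshold gave 3, 1 larger and 2 smaller. Plates A and B only gave 5, 1 larger; plates C and D only gave 3 larger; the median absolute deviation and the spread within plates gave 3 larger each; leaving out a plate gave 5 to 7 genes, 2 to 3 larger and 2 to 4 smaller. Signs turned for GLUL (-0.51 with the lowest 10% as not detected and -0.81 with the median absolute deviation), for CLEC7A (-0.0824) and CCR5 (0.0884) with the lowest 10% as not detected, for CSDA (0.13 without plate D, -0.51 at the lowest when another plate was left out, and 0.0489 on plates A and B only) and for TLR2 (0.18 without plate A, -0.63 at the lowest, 0.0645 with the lowest 10% as not detected, 0.25 with the median absolute deviation and 0.48 on plates C and D only). The overall mean, with 21 genes, 8 higher and 13 lower, gave 11 on plates C and D only, 2 higher, and 5 higher at 1.5 times the threshold; leaving out a plate gave 17 to 19 genes, 5 to 9 higher. Fewer genes reach the minimum of detected cells on 2 plates; beyond this and the stricter thresholds, the cause was not tested.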

Other observations

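All explanations in this part were tested after the patterns were seen, although the detection limit setting was planned. A further set of genes was detected in 0 CNT cells and in a few IFNT cells: 12 genes were found in IFNT alone and 0 in CNT alone. Besides CXCL9, STAT1, CCL5, TNFSF10, RARRES3, TNF and IL1B, these were NFKB1 (4 cells), RELB (2), CEBPB (5), STAT4 (1) and STAT6 (2). The intervals of the last 5, and those of TNF and IL1B, reach below the 3.57% that 0 of 84 cells allows. No difference is claimed for the last 5, TNF or IL1B at this number of cells, although such an overlap is not a test of the difference. FOS, the partner of JUN in AP-1, was detected in 14 CNT cells (16.7%) and 4 IFNT cells (4.76%), while ATF3 was detected in 1 and 8 (9.52%).

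More panel genes were detected per IFNT cell, by a mean of 3.25 genes. Better detection of every transcript, from a gain in the reaction or more RNA per cell, would raise the genes outside the cytokines' own pathways too. The 79 genes outside the IFNγ and NF-κB lists together gave -0.0357 genes per cell, and the smaller part of the difference on every plate (0.238, 1.43, -0.143 and -1.67 on plates A to D), and 35 of them had a higher share and 36 a lower one. The 14 members of both lists gave 3.29 genes per cell, 2.26 of them from CXCL9, CD274 and STAT1; this pair of lists was picked from the 15 after their values had been seen, and 4 lists gave 3.37. A smaller gain in detection, offset by genes that the treatment lowers, may remain, and the panel was chosen for macrophage activation, so the value says nothing of the whole transcriptome.

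IL8 and IFI30 were lower in IFNT, although textbook knowledge has TNFα inducing IL8 and IFNγ inducing IFI30. The cells received both cytokines together, so the effect of either alone, or of one on the other, was not measured. An exchange of condition labels is contradicted by CXCL9, which was at least 95.2 points higher in IFNT on every plate. Less RNA from each IFNT cell stays open. Of the 19 other genes with at least 20 detected cells per condition, 11 had a level that was not lower. A level is taken over detected cells alone, however. The 6 genes besides IFI30 detected in at least 75% of both conditions had a median difference of -0.84 Et. This is close to the -0.77 of IFI30, although it was -0.0273 on plate B. A loss of RNA alone would also lower shares across the panel. Of the 79 genes outside the IFNγ and NF-κB lists, 35 had a higher share and 36 a lower one. Genes that the treatment raises could offset such a loss, so the shares do not decide the question either. Weak late amplification of IL8 cannot be excluded: with the lowest 10% of values as not detected its difference was -16.7 points, against -25 with all values. There were then 26 CNT cells (interval 21.3 to 41.98) and 12 IFNT cells (interval 7.61 to 23.6), whose intervals overlap. An overlap of separate intervals is not a test of the difference, so it does not decide the question. A transient response that had passed by 24 h could give the same values, and no other time point was measured here to test it.

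The spread differences of the 9 named genes raise the question of what carries them. A single low cell per condition was not enough, since 6 of the 9 genes kept a difference of 0.3 Et in the same direction without it; ACSL1 (0.0941), CSDA (-0.153) and GLUL (0.177) did not. Whether values near the detection limit carry the differences stays open: 8 of the genes had such values and 0 of these 8 kept 0.3 Et with the lowest 10% of values as not detected, but removing low values narrows any SD, and by the median absolute deviation 4 of them kept it (ACTB, CASP1, CCR5 and CLEC7A). RELA had no such value, so this setting could not test it. Such values were unevenly placed: of 74 values under an Et of 14, 41 were in 6 genes (GAPDH, ACTB, PTGS1, TFEC, CD36 and IL8). Whether they are cells with very little transcript or nonspecific product was not tested.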
